A study of Homo sapiens with 18 samples. Its data were reported in "Demethylation of EHMT1/GLP Protein Reprograms Its Transcriptional Activity and Promotes Prostate Cancer Progression" (2023).

How the data were processed

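Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed by the authors in LNCaP, an androgen-responsive human prostate cancer cell line. The histone methyltransferase EHMT1 was expressed from doxycycline-inducible constructs with a V5 epitope tag, either as the wild-type protein (WT) or with the first, the second or both of 2 neighbouring lysines replaced by arginine (K450R, K451R and K450RK451R). Chromatin of these 4 stable lines, induced with 0.5 µg/ml doxycycline for 2 days, was precipitated with antibodies against V5 and against dimethylated lysine 9 of histone H3 (H3K9me2). Endogenous EHMT1 was precipitated from parental LNCaP cells. The labels gave 18 samples in 9 groups, with 2 replicates per group.

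Per the study's methods, single-end 51-nt reads were mapped to hg19 and peaks were called with MACS2. The authors deposited 1 peak list per group, named in the labels of both replicates, and no values per replicate were analysed here. Whether the replicates were pooled for a list or 1 of them was chosen is not known, so a list and the reads estimated for it can stem from a single replicate. No spread between replicates could therefore be given, and no test across conditions with replicates was made. All tests below compare sets of peaks within or between single lists, among them the overlap of EHMT1 peaks with the K450RK451R and WT V5 lists. Their p-values do not cover variation between replicates. For each peak the authors gave a fold enrichment, −log10 p, −log10 q and the offset of the summit from the peak start. The fold is the pileup at the summit plus 1, divided by the local background plus 1. The added 1 lowers the fold most where the background is low. Folds of peaks or lists with different backgrounds are therefore not directly comparable. The −log10 p and −log10 q are the minus logarithms of the peak caller's p-value and q-value. These deposited values were used to describe, rank or filter peaks within a list. Coordinates are on hg19 and are given 1-based.

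The depth behind each list was recovered from the deposited values. MACS2 scores a peak from a whole-number pileup and a Poisson background, so both were solved from the fold enrichment and −log10 p of each peak, and a solution was found for 100% of the 22458 peaks. In every list the background was either 1 value common to the whole genome or a multiple of 0.01, which is what a 100-bp extended read contributes to a local window of 10 kb. A scaled input control would have left other steps, so the backgrounds were taken to be those of the ChIP reads themselves. The lack of a control, the 100-bp extension and the limit of 1 read per position and strand were inferred from the values. The study's methods do not state them. The genome-wide background, multiplied by an effective genome size of 2.7 Gb and divided by the 100-bp extension, gave an estimate of the reads used for each list. The highest pileup was 199 or 200 in all lists, the limit when each position and strand holds 1 read.

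Peaks of 2 lists were counted as overlapping when they shared at least 1 bp. K450RK451R V5 peaks that overlapped no peak of the WT, K450R or K451R V5 lists are called gained, and the others conserved. Shares are given with 95% Wilson intervals, which cover counting error only, since neighbouring peaks are not independent. Chance overlap was measured by placing the peaks of a list at random within their chromosomes, outside assembly gaps of at least 10 kb and without mitochondrial peaks, 1000 times. Sets of peaks of the K450RK451R list were compared by two-sided Fisher's exact tests, and the overlap of EHMT1 peaks with the K450RK451R and WT V5 lists by a two-sided exact McNemar test. Shared core regions are merged regions of the 9 lists that held a V5, an H3K9me2 and an EHMT1 peak.

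Transcription starts of protein-coding genes, exons and introns were taken from GENCODE version 44 mapped to the same build. Windows of 201 bp around each summit, windows 1 kb away and 200000 random windows were compared with hand-written Alu, L1 5′-end and SVA sequences with blastn 2.17.0 at an e-value of 1e-10. Every stretch of 51 bases in a summit window was counted in the whole genome on both strands. Short strings were searched in the same windows on both strands, namely TTCAGCACCNNGGACAG with up to 3 mismatches for the element bound by REST (RE1), TTTSSCGC for E2F, CACGTG for MYC and CTAAAAATA for MEF2. Python 3.11.15, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, pysam 0.24.0 and numba 0.67.0 were used.

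The named peaks followed a rule set before the data were examined. They are the 3 with the highest −log10 q on chromosomes 1 to 22 and X among gained peaks, among peaks in all 4 V5 lists, among EHMT1 peaks and among H3K9me2 peaks of the WT line, together with 7 genes that the study names. Lists of 30 E2F and 25 REST target genes were also set in advance. The alternatives set in advance were stricter q and fold cutoffs, stricter rules of overlap, equal numbers of peaks per list, nuclear chromosomes only, merged peaks, removal of the shared core, other H3K9me2 rules and a wider distance to transcription starts. One p cutoff for all lists, removal of Alu, L1 and SVA peaks, and thinning to another list's depth were chosen after seeing the data.

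The computing steps were tested on simulated data. Pileup and background were recovered for 999 of 1000 simulated peaks, all 500 simulated intervals received the right overlap calls, and 51-base counts were right in all 394 simulated windows. All 500 simulated Alu windows with changed bases were found and 0 of 500 random sequences were called a repeat. All 500 planted RE1 strings were found, and 25 of 5000 random sequences matched one.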

Results

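ChIP-seq peak lists were analysed for 3 antibodies in LNCaP prostate cancer cells. The 8 V5 samples and 8 H3K9me2 samples came from the 4 lines that express V5-tagged EHMT1 as WT, K450R, K451R or K450RK451R, and the 2 EHMT1 samples from parental cells. Each of the 9 groups had 2 replicates and 1 peak list, and it is not known whether the list was called on both replicates or on 1 of them, so that the values below have no replicate error. The lists held 22458 peaks in all. The reads behind them, estimated from the background of each list, ranged from 8.79 M (M, mega) for H3K9me2 in the K450RK451R line to 27.6 M for H3K9me2 in the K451R line. Among the V5 lists the estimate was 8.84 M for WT, 11.1 M for K450R, 14.1 M for K451R and 22.7 M for K450RK451R, and it was 26.8 M for endogenous EHMT1.

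The V5 lists address whether replacing the methylated lysines alters where EHMT1 occupies chromatin. The WT list held 652 peaks, the K450R list 637, the K451R list 860 and the K450RK451R list 14799, which is 22.7 times the WT number. The lowest −log10 p in a list also differed, being 6.57 for WT, 5.89 for K450R, 5.48 for K451R and 3.99 for K450RK451R. At a −log10 q of at least 10, the alternative that moved the ratio most in relative terms, the K450RK451R list held 938 peaks and was 2.02 times as long as the WT list. When each list was held to the −log10 p of 6.57 that all WT peaks reach, an alternative chosen after seeing the data, 8179 K450RK451R peaks were left, which is 12.5 times the WT number.

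**Figure D1:**
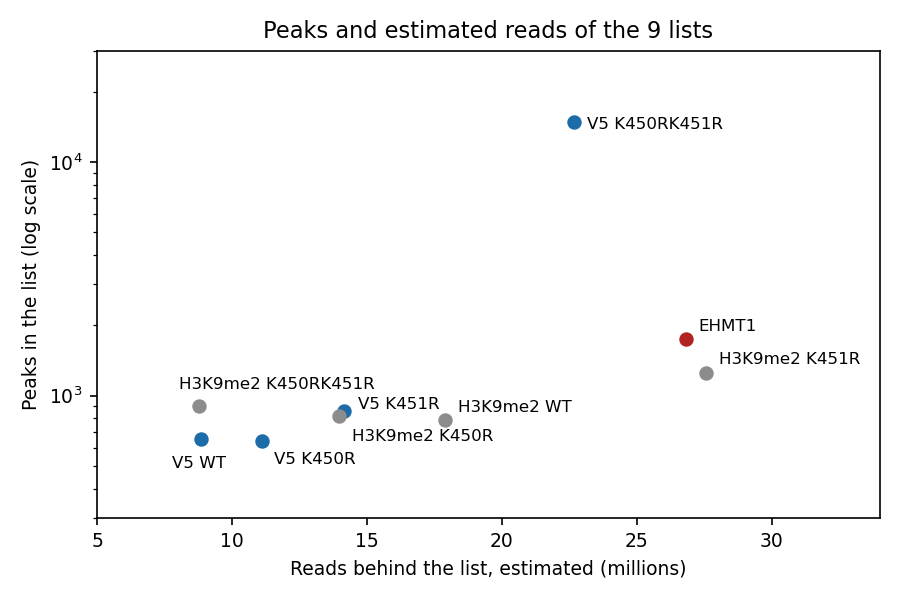
Number of peaks in each list (vertical axis, log scale) against the reads behind it in M (horizontal axis), estimated from the background of the list. Each point is 1 list, with V5 in blue, H3K9me2 in grey and EHMT1 in red. The K450RK451R V5 list has 14799 peaks at 22.7 M reads, whereas the EHMT1 list has 1748 at 26.8 M.

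Of the K450RK451R V5 peaks, 13955 (94.3%, 95% interval 93.9% to 94.7%) overlapped no peak of the other V5 lists and 844 overlapped at least 1 of them, with 491 overlapping all 3. The gained share was 18.995% when the 637 peaks with the highest −log10 p were taken from each list. Of the WT V5 peaks, 628 (96.3%, 95% interval 94.6% to 97.5%) overlapped a K450RK451R peak, while random placement gave 0.163% on average. No placement reached the observed number (one-sided permutation p = 0.001, the smallest that 1000 placements can give). Only 10 WT peaks, 8 K450R peaks and 60 K451R peaks overlapped no other V5 list. Gained peaks had a median fold enrichment of 4.89 and a median −log10 q of 3.02, against 7.02 and 18.6 for conserved peaks of the same list.

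The peaks shared among V5 lists were also found with the other antibodies. Of the WT V5 peaks, 84.2% overlapped an H3K9me2 peak of the WT line and 95.1% overlapped an endogenous EHMT1 peak. A total of 892 merged regions held a V5, an H3K9me2 and an EHMT1 peak. These core regions contained 91.6% of WT V5 peaks, 92.8% of K450R, 85.1% of K451R and 6.0% of K450RK451R V5 peaks. They contained from 68.8% to 87.5% of the peaks of the H3K9me2 lists and 52.7% of EHMT1 peaks. Within 1 Mb of an assembly gap lay 83.8% of the core regions outside the mitochondrial genome, compared with 10.7% of random positions. Outside the core, 55 WT, 46 K450R, 128 K451R and 13911 K450RK451R V5 peaks were left.

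**Figure D2:**
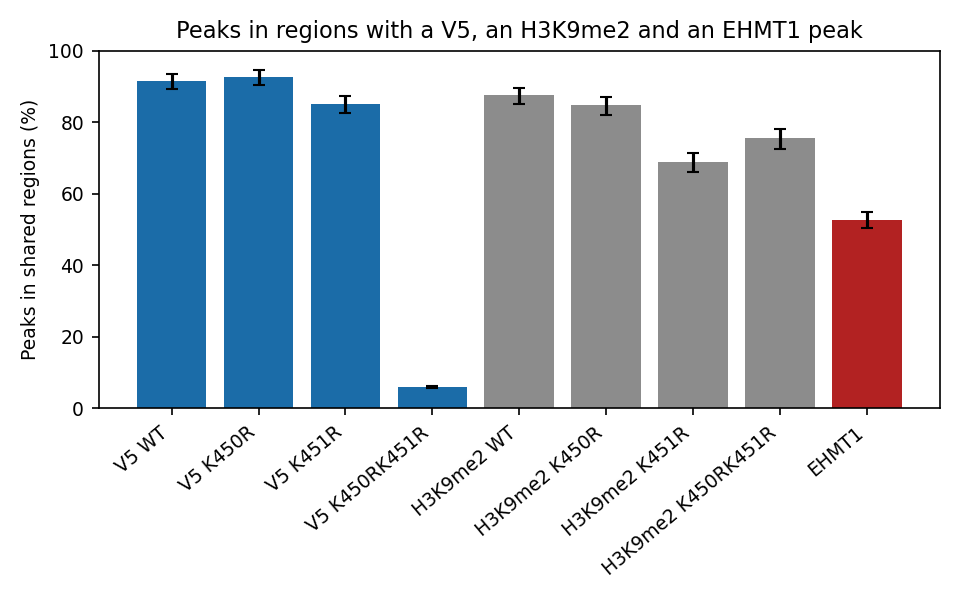
Share of the peaks of each list (vertical axis, %) that lie in regions holding a V5, an H3K9me2 and an EHMT1 peak. Bars are V5 lists in blue, H3K9me2 lists in grey and EHMT1 in red, and error bars are 95% Wilson intervals. The share is 91.6% for WT V5 and 6.0% for K450RK451R V5.

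The highest-ranked peaks were alike in several lists. The peak with the highest −log10 q among those in all 4 V5 lists lay on chromosome 3 at 196625585 to 196625821, in intron 2 of SENP5, with a fold enrichment of 35.8 in the K450RK451R list. It also ranked first for endogenous EHMT1, with a fold of 36.0, and for H3K9me2 in the WT line, with a fold of 39.8. The sequence at its summit repeats the string CATTC, and its summit window matched Alu sequence. The name SENP5 therefore gives its position only. The next 2 were on chromosome 9, at 69710883 to 69711369 in an intergenic region and at 44070639 to 44070834 in intron 17 of a long non-coding RNA gene that overlaps the pseudogene ANKRD20A7P. The third EHMT1 peak was intergenic, on chromosome 9 at 66970974 to 66971457. All of these places had a peak in all 9 lists. No stretch of 51 bases was unique in the genome in the summit windows of the intergenic peaks at 69710883 and 66970974. Among gained peaks, the highest −log10 q was 31.0, on chromosome 13 at 21951377 to 21951827 in intron 12 of ZDHHC20. The second lay on chromosome 21 at 9698575 to 9698747 in intron 1 of a long non-coding RNA gene, and the third on chromosome 2 at 243152463 to 243152630, intergenic and within 0.07 kb of an assembly gap. The first of these had 9 unique stretches of 51 bases in its summit window and the second had 0. The window of the third was not counted, since it reaches into the gap, and its summit lies in tandem copies of the telomere-type repeat. These 3 gained peaks overlapped peaks of the H3K9me2 and EHMT1 lists, although no WT or single-mutant V5 peak was called there.

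H3K9me2 was measured in the same lines to ask whether wider occupancy came with more of the mark that EHMT1 places. The H3K9me2 lists held 784 peaks in the WT line, 815 in the K450R line, 1256 in the K451R line and 907 in the K450RK451R line. Of the WT-line peaks, 75.9% overlapped a peak of the K450RK451R line. An H3K9me2 peak of the K450RK451R line was present at 137 of 13955 gained V5 peaks (0.982%) and at 620 of 844 conserved peaks (73.5%). The difference of −72.5 percentage points had a −log10 p of 752 in a two-sided Fisher's exact test. In the other lines the share at gained peaks was 0.502% for WT, 0.616% for K450R and 1.88% for K451R. For the K450RK451R line this share depended on the cutoff. It was 5.41% at a −log10 q of at least 5 and 12.2% (45 of 368) at a −log10 q of at least 10. With equal numbers of peaks per list it was 20.7% (25 of 121). The share at conserved peaks was 74.5%, 73.2% and 81.4% in turn. Counting a peak of any of the 4 H3K9me2 lists, the alternative that moved the difference most without selecting on the outcome, gave −89.2 percentage points. Removing the shared core gave −17.7 points, a fall that is partly by construction, since core regions are defined as holding an H3K9me2 peak. A peak list shows presence or absence of a call, so that H3K9me2 below the calling threshold was not detectable here. The H3K9me2 peaks were also narrow, with median widths from 141 to 143 bp. They were scored against a background inferred to come from the same ChIP reads within 10 kb. A domain of the mark wider than this window would raise its own background and could go uncalled even when strong. The shares above therefore do not measure the level of the mark at gained peaks.

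Endogenous EHMT1 was compared with the tagged proteins to ask which of their sites the native protein occupies. The list held 1748 peaks, of which 1075 (61.5%, 95% interval 59.2% to 63.8%) overlapped a K450RK451R V5 peak and 590 (33.8%, 95% interval 31.6% to 36.0%) overlapped a WT V5 peak. Random placement gave 0.165% and 0.0125% on average, with a one-sided permutation p of 0.001 for each, the smallest possible. K450RK451R alone was overlapped by 498 EHMT1 peaks and WT alone by 13 (two-sided exact McNemar p = 6.83e-129). This test cannot decide which protein shares more sites with native EHMT1. Of the 652 WT V5 peaks, 628 also overlapped the far longer K450RK451R list, so few EHMT1 peaks could overlap WT alone. With equal numbers of peaks from each list the shares were 71.7% for K450RK451R and 72.7% for WT, and each lay within the 95% interval of the other. Among the 827 EHMT1 peaks outside the core, 188 overlapped a K450RK451R peak and 23 a WT peak, numbers that are lower partly by construction, since core regions are defined as holding a V5 peak.

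The position of peaks relative to genes was compared because the study placed gained sites at promoters. A summit lay within 1 kb of the start of a protein-coding gene for 5.17% of gained peaks and 1.18% of conserved peaks (two-sided Fisher's exact p = 2.15e-09), compared with 1.22% of random positions. Without peaks in Alu, L1 or SVA sequence, an alternative chosen after seeing the data, the shares were 14.2% (654 of 4613) and 1.10% (9 of 820), a difference of 13.1 percentage points (Fisher's exact p = 2.62e-37). Without the shared core they were 5.22% and 5.50%, a difference of −0.28 points in the other direction (Fisher's exact p = 0.828), but only 109 conserved peaks were left, 6 of them near a start. With equal numbers of peaks per list the difference was 1.51 points (Fisher's exact p = 0.180). For EHMT1 peaks the share was 0.436% in the core and 8.51% outside it. Promoters of the 30 E2F target genes had 0 K450RK451R V5 peaks, which allows a share of up to 10%, while 3.90% of other protein-coding genes had one (two-sided Fisher's exact p = 0.631). Of the 25 REST target genes, 7 had a K450RK451R V5 peak within 1 kb of their start (28%, adjusted p = 0.000172) and 5 had an EHMT1 peak (20%, adjusted p = 3.59e-07), by Fisher's exact test with Benjamini-Hochberg adjustment over 10 tests. No WT V5 peak and no H3K9me2 peak of the WT or K450RK451R line was found at either list of promoters, which allows shares of up to 10% of the E2F and 12% of the REST target genes.

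Several genes named by the study had a K450RK451R V5 peak. One lay on chromosome 7 at 154861767 to 154862022, with its summit 0.141 kb from the start of HTR5A and a fold of 13.4. A peak was also called there in the K450R V5 list, with a fold of 8.23, and in the EHMT1 list, with a fold of 16.7. In PPP1R14C, the peak nearest to the start lay in intron 1 on chromosome 6 at 150518778 to 150518994 with a fold of 10.2, and an EHMT1 peak with a fold of 6.08 was called at the same place. The peak at STXBP3, on chromosome 1 at 109289094 to 109289214, had a summit 0.155 kb from the gene's start and a fold of 5.45. The peak at LIPT2, on chromosome 11 at 74204501 to 74204660, lay in the coding part of exon 1 and had a fold of 6.57. No peak of any list overlapped FRMPD2 or MCM7 or had its summit within 1 kb of their starts. In EHMT1 itself, peaks in intron 2 around position 140610514 of chromosome 9 were called in the WT, K451R and K450RK451R V5 lists, in all 4 H3K9me2 lists and in the EHMT1 list, with none within 1 kb of the gene's start.

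The sequence under the summits differed between lists. Alu sequence was found in 54.4% of gained windows, 2.75% of conserved windows, 10.6% of windows 1 kb from gained summits and 12.5% of random windows. In the other 8 lists the share was between 2.42% and 3.85%. The L1 5′-end sequence was found in 6.28% of gained windows against 0.107% of random windows, and SVA sequence in 6.33% against 0.0765%. In all, 9343 of 13943 gained windows (67.0%) held one of these repeats. The median GC content was 56.7% for gained windows, 39.8% for conserved windows and 39.8% for random windows. No stretch of 51 bases was unique in the genome in 16.3% of gained, 15.1% of conserved and 2.23% of random windows. After removal of peaks in Alu, L1 or SVA sequence, an alternative chosen after seeing the data, 5433 K450RK451R V5 peaks were left, 8.61 times the 631 WT peaks.

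**Figure D3:**
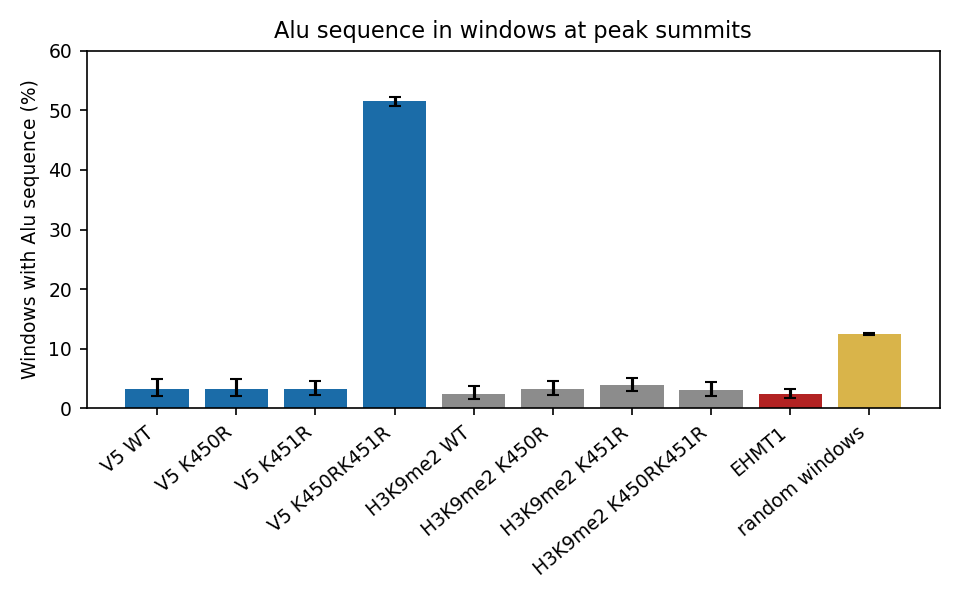
Share of windows of 201 bp at peak summits that hold Alu sequence (vertical axis, %) for each list and for random windows. Bars are V5 in blue, H3K9me2 in grey, EHMT1 in red and random windows in yellow, and error bars are 95% Wilson intervals. The share is 51.5% in the K450RK451R V5 list and 12.5% in random windows.

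Strings bound by transcription factors that the study discusses were counted at summits and 1 kb away. The MEF2-type string was present in 50.1% of gained windows with a repeat, against 3.89% of windows 1 kb away. It was present in 0 of 4600 gained windows without a repeat, which allows a share of up to 0.0652%. In windows 1 kb from these, which were not screened for repeats, the share was 2.02% (two-sided Fisher's exact p = 5.87e-29, adjusted 3.13e-28). This difference is therefore partly by construction. The E2F-type string was present in 1.24% of gained windows without a repeat and 0.653% of windows 1 kb away (two-sided Fisher's exact p = 0.00481, adjusted 0.0110), and the MYC-type string in 3.52% and 2.59% (exact p = 0.0108, adjusted 0.0216). In gained windows with a repeat, neither was more frequent than 1 kb away, with 0.139% against 0.236% for E2F and 1.16% against 1.32% for MYC. The RE1 string was present in 3.30% of gained windows without a repeat against 0.610% of windows 1 kb away (Fisher's exact p = 3.44e-22, adjusted 1.38e-21), a ratio of 5.42, and in 1.07% against 0.632% for gained windows with a repeat (exact p = 0.00137, adjusted 0.00365). At EHMT1 peaks it was present in 459 of 823 windows outside the core (55.8%), in 0.854% of windows 1 kb away (Fisher's exact p = 4.69e-164, adjusted 3.75e-163) and in 0.439% of EHMT1 windows inside the core. Adjusted values are by Benjamini-Hochberg over 16 tests of strings. Windows 1 kb away were matched neither in repeats nor in GC. Median GC was 60.2% in gained windows without a repeat and 40.3% in windows 1 kb from all gained summits. Part of the ratios may reflect this, since random repeat-free windows matched in GC carried RE1 at 1.95%.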

Values the study reported

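The study reported close to 1,700 peaks of endogenous EHMT1 in LNCaP cells. By its account about 60% of these lay at sites of the K450/451R mutant and about 30% at sites of the WT protein.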

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

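No paired analysis was possible because each group had 1 peak list. Whether it was called on both replicates together or on 1 of them is not known, and the estimated reads are those of the list in either case. For the same reason, leaving out each replicate in turn was not run. Overlaps were counted under alternatives set before the data were examined, except where stated. No peaks overlapped within any list, so merging changed no value and says nothing about stability.

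The higher H3K9me2 share at conserved than at gained peaks kept its direction and its side of the threshold under 11 alternatives, from −89.2 to −60.7 percentage points. Merging and removal of the core are not counted here. The share at gained peaks itself was less stable, and rose from 0.982% to 20.7% with equal numbers of peaks per list. Without the core the difference was −17.7 points, but core regions are chosen for holding an H3K9me2 peak, so this removal selects on the outcome and says nothing about stability. The other results moved as follows, and the causes were not tested except where the construction of the alternative gives one.

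At a −log10 q of at least 5, there were 2538 K450RK451R V5 peaks, 4.09 times the WT number, the gained share was 69.1% and the EHMT1 share overlapping K450RK451R was 58.2%. At a −log10 q of at least 10, there were 938 K450RK451R V5 peaks, 2.02 times the WT number, and 542, 819 and 523 H3K9me2 peaks in the K450R, K451R and K450RK451R lines. The gained share was 39.2% and the EHMT1 share overlapping WT was 39.1%. At a fold of at least 5, there were 6680 K450RK451R V5 peaks, 13.4 times the WT number, and 825 H3K9me2 peaks in the K451R line. The gained share was 91.3%, the WT share overlapping K450RK451R was 88.6%, and the EHMT1 shares were 51.4% for K450RK451R and 30.7% for WT.

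With reciprocal overlap of at least 50%, the gained share was 94.7%, the WT share 82.8% and the EHMT1 shares 55.0% and 30.7%. With summits within 250 bp, the WT share was 93.9%. With 637 peaks from each list, the gained share was 18.995%, the WT share 76.0% and the EHMT1 shares 71.7% and 72.7%, and the promoter difference was 1.51 percentage points and no longer past the threshold (Fisher's exact p = 0.180).

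Without the shared core, 55 WT, 46 K450R and 128 K451R V5 peaks were left, and 98, 124, 392 and 222 H3K9me2 peaks in the WT, K450R, K451R and K450RK451R lines. The V5 ratio was 252.9, the gained share 99.2%, the WT share 72.7% and the EHMT1 shares 22.7% and 2.78%. The WT and EHMT1 shares fall partly by construction, since core regions are chosen for holding V5 and EHMT1 peaks. The promoter difference reversed to −0.281 percentage points (Fisher's exact p = 0.828), as conserved peaks outside the core lay near transcription starts in 6 of 109 cases (5.50%).

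The following alternatives were chosen after seeing the data. Without peaks in Alu, L1 or SVA sequence, there were 5433 K450RK451R V5 peaks, 8.61 times the WT number, and the gained share was 84.9%. The promoter difference rose to 13.1 percentage points (Fisher's exact p = 2.62e-37). With 1 p cutoff for all lists, there were 8179 K450RK451R V5 peaks, 12.5 times the WT number, and the gained share was 89.8%. Thinned to the depth and p cutoff of WT, 1990 K450RK451R peaks were expected, and at those of K451R 6885.

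For the 8 other results, 38 of 83 values under an alternative, merging left out, moved beyond the interval or range of the main value. Depth and cutoff limit which weak peaks a list can hold, as the thinned K450RK451R numbers show, but the length of a list did not follow its estimated reads alone. The K450R V5 list had 637 peaks at 11.1 M reads (M, mega) and the WT V5 list 652 at 8.84 M, and H3K9me2 had 907 peaks in the K450RK451R line at 8.79 M and 784 in the WT line at 17.9 M. How many WT sites were missed for lack of depth was not tested.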

Other observations

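The tests of read placement in every library, of EHMT1 bound where H3K9me2 is placed, and of MEF2-, E2F- and MYC-type strings in repeats were chosen only after the result had been seen.

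The K450RK451R V5 list was far longer than the other V5 lists. More reads and a looser cutoff could each lengthen a list. Thinning the reads of the K450RK451R peaks to the depth of the K451R list, at its p cutoff, left 6073 gained peaks, whereas the K451R list held 48 peaks outside both the core and the K450RK451R list. At 1 p cutoff for all lists, 8179 K450RK451R peaks were left against 855 for K451R. Both argue against depth or cutoff as the whole cause. Thinning to the WT depth and cutoff together left 1990 peaks in all, 1341 of them gained. At the WT depth and the K450RK451R list's own cutoff, 6293 gained peaks were left, so depth can account for part of the length. The lowest −log10 q was 1.31 for K450RK451R and 1.44 for K451R. If the lists were called at 1 q cutoff, which is not known, the lower p cutoff could follow from the longer list. The part of the cutoff was therefore not separated. Thinning reuses the peaks that were called, so that it may overstate what a separate shallower library would show. A change in EHMT1 binding through the double mutation stays open and untested, as does a difference between single libraries, since values per replicate were not analysed here.

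Gained K450RK451R V5 peaks lay in Alu, L1 5′-end and SVA sequence far more often than random windows. A preference for GC-rich fragments in this library is a candidate explanation. In windows without a repeat, the number of gained summits per random window was 0.00522 at 35% to 40% GC, 0.208 at 55% to 60% and highest at 70% to 75%, with 0.785, as this explanation would have it, although GC-rich sites of binding would give the same. Within bins of 5% GC, gained summits were 9.51 times as frequent in Alu windows as in windows without a repeat (95% interval 8.96 to 10.0 from 1000 Poisson draws), which argues against GC content as the whole cause of the Alu share and leaves it open as a part. The ratio varied between bins, being 1.72 at 35% to 40% GC and 20.2 at 45% to 50%. Reads placed at one of many matching copies in every library alike would give Alu peaks in other deep lists, but the higher share of the EHMT1 and K451R H3K9me2 lists, which had more reads, was 3.85%, below the 12.5% of random windows. Reads without a unique place did enter the calls, as 16.3% of gained peaks have no unique 51-base stretch at the summit against 2.23% of random windows. That share is 15.1% in conserved peaks, so it may not account for the Alu share of the K450RK451R list alone. Binding of the double mutant at young repeats and a property of this library remain as hypotheses, and an input or untagged control would be needed to separate them.

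The V5, H3K9me2 and EHMT1 lists shared a core of regions. Background called in the absence of an input control, an absence inferred from the deposited values, may explain it. Over 507 core regions outside the mitochondrial genome with both peaks, the fold enrichments of WT V5 and WT H3K9me2 ranked alike (Spearman rho 0.936 across regions, which are not independent replicates), and 83.8% of core regions lay within 1 Mb of an assembly gap. Both are consistent with shared background. EHMT1 bound where H3K9me2 is placed cannot be told apart from it. Over the 80 core regions with both peaks more than 1 Mb from a gap, rho was 0.776, which either explanation allows. Regions beside centromeres carry H3K9 methylation of their own. Among the pairs of lists compared, this WT pair had the highest rho in both sets of regions. V5 and H3K9me2 of the K450RK451R line had the lowest, 0.897 over 640 core regions and 0.583 over the 98 more than 1 Mb from a gap. If the core is background, the WT V5 list holds 55 peaks that remain, and overlap shares of that list describe mostly the core.

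Endogenous EHMT1 peaks outside the core carried the RE1 string bound by REST. Base composition could produce such strings, but the best of 100 shuffled strings matched 2.55% of the summit windows, against 55.8% for RE1. A hypothesis is that native EHMT1 is found at REST sites in these cells. The string was present in 63 of the 187 such windows with a K450RK451R V5 peak (33.7%) and in 396 of the 636 without one (62.3%). This difference was not tested, and it was noticed after the values were seen. In gained K450RK451R V5 peaks without repeats, RE1 was present in 3.30% (95% interval 2.83% to 3.86%), above the 1.95% of random repeat-free windows matched in GC. The REST target promoters with an EHMT1 peak were those of CHGA, CHGB, CHRNB2, SCG3 and SYT4.

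The strings of MEF2, E2F and MYC were compared between gained peaks with and without repeats. The MEF2-type string was present in 50.1% of gained peaks in repeats and in none of the others, as a string that is part of Alu sequence would be. Random repeat-free windows matched in GC also carried it rarely, at 0.130%. Repeats argue the other way for E2F, whose string was 1.90 times as frequent as 1 kb away in gained peaks without repeats and 0.59 times in those with repeats. GC content might explain that excess. Random repeat-free windows matched in GC carried the E2F-type string at 0.879%, against 1.24% in gained peaks (95% interval 0.958% to 1.60%), and the MYC-type string at 4.21%, against 3.52%. GC content cannot be told apart from binding here, since the E2F-type string lies above the matched rate and the MYC-type string below it, and no source was shown for either.

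Every list held peaks on the mitochondrial genome, from 2 to 8 per list. No biological explanation was tested for them.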
